# Novel Mouse Cell Lines and In Vivo Models for Human High-Grade Neuroendocrine Lung Carcinoma, Small Cell Lung Carcinoma (SCLC), and Large Cell Neuroendocrine Carcinoma (LCNEC)

**DOI:** 10.3390/ijms242015284

**Published:** 2023-10-18

**Authors:** Enrique Recuero, Sara Lázaro, Corina Lorz, Ana Belén Enguita, Ramón Garcia-Escudero, Mirentxu Santos

**Keywords:** SCLC, LCNEC, cell lines, allograft, syngeneic

## Abstract

There is a clear need to expand the toolkit of adequate mouse models and cell lines available for preclinical studies of high-grade neuroendocrine lung carcinoma (small cell lung carcinoma (SCLC) and large cell neuroendocrine carcinoma (LCNEC)). SCLC and LCNEC are two highly aggressive tumor types with dismal prognoses and few therapeutic options. Currently, there is an extreme paucity of material, particularly in the case of LCNEC. Given the lack of murine cell lines and transplant models of LCNEC, the need is imperative. In this study, we generated and examined new models of LCNEC and SCLC transplantable cell lines derived from our previously developed primary mouse LCNEC and SCLC tumors. RNA-seq analysis demonstrated that our cell lines and syngeneic tumors maintained the transcriptome program from the original transgenic primary tumor and displayed strong similarities to human SCLC or LCNEC. Importantly, the SCLC transplanted cell lines showed the ability to metastasize and mimic this characteristic of the human condition. In summary, we generated mouse cell line tools that allow further basic and translational research as well as preclinical testing of new treatment strategies for SCLC and LCNEC. These tools retain important features of their human counterparts and address the lack of LCNEC disease models.

## 1. Introduction

High-grade neuroendocrine lung carcinomas are among the most malignant lung tumors. They consist of small cell lung carcinoma (SCLC) and large cell neuroendocrine carcinoma (LCNEC) and account for >15% and 2–3% of all lung tumors, respectively [1,2]. They both are neuroendocrine tumors but differ in histological characteristics. SCLC is distinguished from LCNEC by its small cell size, uniform cells, dense proliferation of small tumor cells, scant cytoplasm, higher nuclear-to-cytoplasmic ratio, inconspicuous nucleoli, and nuclear molding. LCNEC features a large cell size with organoid or trabecular patterns, rosette-like structures, abundant cytoplasm, and prominent nucleoli. It displays a greater degree of cellular pleomorphism. Their diagnosis is based on the identification of their neuroendocrine morphology and the expression of at least one of the neuroendocrine markers such as neural cell adhesion molecule (NCAM), chromogranin A (ChgA), or synaptophysin by immunohistochemical staining. Thyroid transcription factor-1 (TTF-1) is also positive in most cases [2,3]. Recently, in an attempt to better understand their nature and identify therapeutic vulnerabilities and select best treatment approaches, comprehensive molecular analyses of SCLC and LCNEC revealed differences at the genomic and transcriptomic level, leading to the identification of four molecular SCLC subtypes according to the expression of major transcription factors [4,5] and two distinct LCNEC genomic subgroups with specific transcriptional patterns named type I and type II [6]. This distinction could allow for more personalized treatments. The LCNEC group is heterogeneous, consisting of both tumors that harbor mutations found in SCLC but with an expression pattern typical of non-small cell lung carcinoma (NSCLC) and tumors with mutations found in NSCLC but with an expression pattern typical of SCLC, raising concerns about their clinical treatment as NSCLCs or SCLCs [7].

The prognosis of patients is dismal. Most SCLC or LCNEC patients are diagnosed at advanced stages, when surgery is not a therapeutic option and survival rates at 5 years are as low as 7–8% [8,9] or even less [1,10]. Although new therapeutic approaches have been developed in recent years, especially immunotherapies, these novel therapeutic strategies, if available, do not provide a good clinical outcome for many patients [1,2,11,12]. For both diseases, there is a worrisome paucity of human material from surgery; this is also due to the rarity of the tumor (LCNEC). Thus, there is a clear need to expand appropriate in vivo models that faithfully mimic the main features of the human counterparts to identify new vulnerabilities and to overcome immunotherapy resistance in SCLC and LCNEC. For LCNEC, the scarcity of preclinical models makes disease analysis and research even more challenging. 

Researchers have developed and analyzed several genetically engineered mouse models (GEMMs) of SCLC [1,4,13,14], murine cell lines, and sources of subcutaneous transplantation tumors [15,16], patient-derived (PDX) [17,18] and circulating tumor cell-derived (CDX) [19], including our own K5-QKO SCLC mouse model, in which specific ablation of the four tumor suppressors *Rb1*, *Rbl1*, *Pten*, and *Trp53* in basal epithelial airway keratin K5 expressing cells led to SCLC with a remarkable resemblance to its human counterpart [14,20,21]. Meanwhile, the situation for LCNEC is the opposite, with an evident lack of material for the study of the disease. To our knowledge, we recently developed the first and only mouse model for LCNEC [13,21] caused by the deletion of the four tumor suppressors *Rb1*, *Rbl1*, *Pten*, and *Trp53* in a wide variety of lung epithelial cells (using an adeno-CMVcre virus). Therefore, there is an urgent need to expand the availability of experimental preclinical in vitro and in vivo models for this lung cancer tumor type.

In this study, we developed novel in vitro and in vivo models of high-grade neuroendocrine carcinoma of the lung. We established, from the abovementioned spontaneous tumors, new SCLC and LCNEC cell lines that can be successfully transplanted into immunodeficient or immunocompetent mice and develop the corresponding SCLC or LCNEC tumor allografts. The derived cells and tumors maintained neuroendocrine properties and transcriptomic characteristics of the tumors from which they originated and displayed strong similarities to their human counterparts. Moreover, the SCLC syngeneic model showed the ability to develop metastases, mimicking this characteristic of the human disease. These cell lines might become robust tools for basic and translational research of high-grade neuroendocrine lung cancers as well as preclinical studies of novel therapeutic strategies. In addition, the syngeneic immunocompetent mice may be particularly suitable for testing novel immunotherapeutic and anti-metastatic approaches. 

## 2. Results

### 2.1. Generation of LCNEC and SCLC Cell Lines

The intratracheal administration of adenovirus Ad-CMVcre to adult QKO mice produced LCNEC in lungs [21]. An example of a solid tumor can be seen in Figure 1A. A representative hematoxylin and eosin staining (H&E) is shown in Figure 1B. From these tumors, we established five highly proliferative LCNEC cell lines (Figure S1A) that we named 46LCNEC, 46L2 LCNEC, 46L3 LCNEC, 47T2 LCNEC, and 47T3 LCNEC. LCNEC cells presented an adherent phenotype, growing in a monolayer with visible cytoplasm (Figure 1C,D). In parallel, SCLC tumors arose in QKO mice after the intratracheal administration of adenovirus Ad-K5cre (Figure 1E,F). Three cell lines (named 54SCLC, 57SCLC, and 61SCLC) were obtained from these tumors. SCLC cells grew rapidly (Figure S1B) as compact, suspending aggregates of very small cells, showing the same morphology as other mouse and human floating SCLC cells [22,23] (Figure 1G,H).

All mouse cell lines generated in the laboratory were authenticated by genotyping for the mutant alleles and the expression of neuroendocrine markers. Cell lines were assayed for the anticipated genetic rearrangements by PCR of genomic DNA, as previously described [21,22]. PCR primer sequences are shown in Table S1. As expected, all LCNEC and SCLC cell lines showed genetic recombination/gene deletion at the *Rb1*, *Rbl1*, *Pten*, and *Trp53* loci (Figure S2).

To better characterize these cells, we looked for different neuroendocrine marker expressions by immunofluorescence. We found cells expressing the neuroendocrine markers NCAM (Figure 1D,H), SSTR2, and CGRP (Figure S3). These observations underline the neuroendocrine properties of the cells.

### 2.2. Evaluation of In Vivo Tumorigenic Potential of LCNEC and SCLC Cell Lines 

Cell lines were injected subcutaneously into mice to test their tumorigenicity. We first evaluated the 46LCNEC and 54SCLC cell lines in an immunodeficient background. Cells were transplanted into both flanks of NMRI nude mice and they generated allograft tumors (Figure 2A–I). Both LCNEC and SCLC cells showed strong growth capacity in vivo, particularly the 54SCLC cells with a tumor volume reaching about 1100 mm^3^ at day 28 post-injection (Figure 2I). Subsequently, syngeneic grafts were developed in the QKO mice: the 46LCNEC, 54SCLC, and 57SCLC cell lines were injected under the dermis-generated tumors in the recipient mice at different rates depending on the cell line (Figure 2O,R) beginning at day 8 (54SCLC) after injection and reaching a volume of about 900 mm^3^ after 27 days. We compared the tumorigenic potential of LCNEC and SCLC cell lines in either immunodeficient (MMRI nude) or immunocompetent (QKO) backgrounds and observed that both the 46LCNEC and 54SCLC subcutaneous tumors developed from the same cell passage reached a similar size irrespective of the recipient mice (Figure S4).

The morphology of the induced tumors is shown in Figure 2. Cells derived from SCLC tumors growing in suspension generated tumors composed of small cells, scarce cytoplasm, and SCLC characteristics (Figure 2G,P), while adherent cells derived from LCNEC tumors generated tumors with a large cell phenotype and visible cytoplasm (Figure 2D,M). Thus, allograft and primary tumors showed similar morphologies and neuroendocrine marker profiles (Figure 2A,D–H,J,M–Q). Vascularization was present in SCLC subcutaneous tumors (Figure 2G,P and Figure 3). Subcutaneous tumors reproduced the characteristic neuroendocrine antigen profile of the primary tumors from which they were derived and were coincident with high-grade neuroendocrine lung carcinomas. They showed positive staining of neuroendocrine markers such as Chr A and CGRP or the thyroid transcription factor TTF-1 and were negative for CC-10 (Clara or club cell secretory protein) and p63 (squamous cell carcinoma) (Figure 2E,H,N,Q and Figure S5). 

As shown in Figure S2 and as was observed in the cell lines, tumors retained the mutant alleles in the genes *Rb1*, *Rbl1*, *Pten*, and *Trp53* of the primary tumors from which they were initially derived. 

### 2.3. The SCLC Syngeneic Tumors Showed the Ability to Form Metastasis

Given the high metastatic rates reported in human SCLC patients (about 70% at diagnosis) [23], we sought to assess the metastatic ability of 54SCLC and 57SCLC allograft syngeneic tumors. We had previously observed in the K5QKO model, which developed spontaneous SCLC tumors upon deletion of the four tumor suppressor genes *Rb1*, *Rbl1*, *Pten*, and *Trp53* [20,21], the appearance of metastases in the liver and lymph nodes [21]. Thus, we analyzed the metastatic potential of the cell line models and the subcutaneous tumors arisen from them. Histologic analysis and staining with neuroendocrine markers confirmed that syngeneic mice injected with the 57SCLC cell line developed metastases in the lungs, liver, and lymph nodes (Figure 3) (*n* = 5 out of 22 mice) and showed the ability of these cell-derived tumors to colonize distant organs, thus mimicking the primary tumors arisen in the lungs and the human condition. As tumors injected with 54SCLC grew very rapidly in the syngeneic mouse (see Figure 2 and Figure S4), we surgically removed the subcutaneous tumor when it reached a size >1400 mm^3^ and allowed its regrowth. Mice were sacrificed when regrown tumors again reached a size >1400 mm^3^, and we observed the colonization of distant organs such as the lungs and lymph nodes (*n* = 3 out of 3). Immunohistochemical detection of the neuroendocrine markers chromogranin A or CGRP as well as the expression of TTF-1 or the absence of p63 that were observed in subcutaneous tumors (Figure 2 and Figure S5) corroborated the presence of metastatic tumor cells (Figure 3).

These data show the ability to form metastases of both the 54 and 57SCLC cell lines in the syngeneic model, which reproduces the pattern observed in human SCLC and makes these cell lines particularly suitable to address anti-metastatic therapeutic approaches in defined molecular settings.

### 2.4. Transcriptional Profile of Mouse LCNEC and SCLC Cell Lines and Allografts

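RNA was sequenced from 15 samples in 5 groups of 3. The cell lines were sampled at passage 17 (46LCNEC_cell, dishes A, B and C) and at passage 11 (57SCLC_cell, flasks A, B and C). The allografts were tumors 312, 319 and 321 (46LCNEC_allo) and tumors 275, 316 and 317 (57SCLC_allo), and normal lung came from littermates CT3, CT4 and CT5 (Lung). After poly-A selection and paired-end sequencing, the authors aligned the reads to GRCm39 with Rbowtie2, counted them per gene with featureCounts on GENCODE release 27 and divided the counts by the size factors of DESeq2. The deposited normalized counts cover 55359 genes, listed by Ensembl identifier, of which 25369 are at 0 in all samples. In each sample, 100% of the non-zero values were whole multiples of a single step, which gave back the reads counted. They ranged from 9480244 in tumor 275 to 44876572 in flask C of 57SCLC_cell. The median per group was 28327361 for 46LCNEC_cell, 24108123 for 46LCNEC_allo, 41452513 for 57SCLC_cell, 16847847 for 57SCLC_allo and 26602460 for Lung. The gene with the most reads, Rn18s-rs5, took between 1.08% and 11.5% of a sample's reads. Between replicates of a group, the chi-square per degree of freedom over genes with at least 20 reads in the pair ranged from 2.80 (flasks A and B of 57SCLC_cell) to 144 (flasks A and C), so every pair differed by more than counting noise. Groups were compared with limma on log2(normalized count + 1), using only the 6 samples compared and the genes with at least 10 normalized counts in at least 3 of them. Fold changes on this scale understate the change of genes with low counts. Genes with a Benjamini-Hochberg adjusted p of at most 0.01 and a fold change of at least 2 were called up or down, and distinct gene symbols were counted. Values are given as mean ± SD of normalized counts with n = 3 per group, and coordinates are those of GRCm39 in GENCODE release 39, which holds 54749 of the identifiers. The paper's text does not name the strand setting or the handling of reads with several alignments, so counts of paralogs, pseudogenes and overlapping genes are uncertain.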

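Rb1, Rbl1 and Trp53, which are deleted in the QKO model, were read in every group first. Counts are per gene over all its exons, so they do not show which alleles were recombined. Rb1 (ENSMUSG00000022105, chromosome 14, 73421113 to 73563507) had 85.7 ± 17.2 normalized counts in 46LCNEC_cell, 236 ± 53.4 in 46LCNEC_allo, 375 ± 117 in 57SCLC_allo and 291 ± 41.2 in Lung. In 57SCLC_cell it had 229 in flask A, 236 in flask B and 777 in flask C, so its change against Lung (log2 fold change 0.26, standard error 0.45, adjusted p = 0.601, limma) turned to -0.31 without flask C. Only 46LCNEC_cell fell past the thresholds against Lung for Rb1 (log2 fold change -1.76, standard error 0.20, adjusted p = 2.68e-05). Rbl1 (ENSMUSG00000027641, chromosome 2, 156987813 to 157046475) had 1619 ± 112 normalized counts in 46LCNEC_cell, 1415 ± 289 in 46LCNEC_allo, 2881 ± 247 in 57SCLC_cell, 2598 ± 216 in 57SCLC_allo and 830.1 ± 69.0 in Lung, which was lowest. Trp53 (ENSMUSG00000059552, chromosome 11, 69469669 to 69482701) had 1465 ± 72.0, 1087 ± 141, 997 ± 70.1, 1125 ± 94.6 and 1381 ± 144 normalized counts in the groups in that order, and passed the thresholds in none of the 4 comparisons with Lung. For Rbl1, the paper's methods give QKO mice a null gene and list the control lungs used for genotyping as Rbl1-null. Lung is therefore not shown to be a reference with intact Rbl1, and its lower counts do not compare deleted with intact alleles.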

To further characterize our models, we performed RNA sequencing from LCNEC and SCLC cell lines (46LCNEC_cell, 57SCLC_cell), their corresponding derived syngeneic allograft tumors (46LCNEC_allo, 57SCLC_allo), and normal lung tissue from littermates used for 57SCLC and 46LCNEC syngeneic allografts (lung). 

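The reads counted were transformed with the vst function of DESeq2 over all 15 samples, and principal components were computed from the 500 genes with the largest variance. The first component held 58.5% of the variance, the second 27.8% and the next 9.49%. In the plane of the leading components, the largest distance between replicates of a group was 15.4 and the smallest distance between samples of different groups was 46.3, a ratio of 0.333. All 15 samples lay nearest to a sample of their own group. With all genes, the first component held 46.4%, the second 32.5% and the ratio was 0.531, and all 15 samples again lay nearest to their own group. With each sample left out in turn, the ratio was between 0.158 and 0.421.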

As expected, principal component analysis (PCA) showed that triplicates from each sample type grouped together in the bi-dimensional space (Figure 4A). To analyze the degree of similarity between the cell lines and their allograft tumors, we used subclass mapping (SubMap) from GenePattern [24,25]. SubMap is an unsupervised method that bidirectionally compares subclasses by evaluating the significance of the association. This method identified that gene expression from cells and allograft tumors of the same subtype displayed a similar transcriptome program (Figure 4B). 

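The subclass mapping was rebuilt from the normalized counts, with the 100 genes that best mark each subclass in 1 dataset ranked in the other, in each direction. The cell dataset had the subclasses 46LCNEC_cell and 57SCLC_cell, and the other dataset had 46LCNEC_allo, 57SCLC_allo and Lung. The markers of 46LCNEC_allo had an enrichment score of 0.856 in 46LCNEC_cell, and those of 46LCNEC_cell had 0.820 in 46LCNEC_allo. For 57SCLC, the corresponding scores were 0.885 and 0.902. In exact one-sided permutation tests over the 20 splits of the cells and the 84 splits of the other dataset, each of these scores was the largest, which gave p = 0.05 and p = 0.0119. These are the smallest p-values that the splits allow. Combined by Fisher's method with its chi-square distribution, p was 0.00502 for either pair of the same subtype, and 0.0150 after Benjamini-Hochberg adjustment over the 6 pairs. Each subtype is 1 cell line here, with allografts grown from the same passage, so the match cannot tell subtype from line. The 6 pairs are not independent. The markers of 46LCNEC_allo scored 0.856 in 46LCNEC_cell and -0.856 in 57SCLC_cell. The adjusted p of Fisher's method was 0.584 for 46LCNEC_cell with Lung, 0.994 for 57SCLC_cell with Lung, and 0.994 for each pair of different subtypes. Ranking on the log2 scale gave adjusted p-values of Fisher's method of 0.0503 for the 46LCNEC pair and 0.0301 for the 57SCLC pair. When Fisher's statistic was itself permuted over all pairs of splits, chosen after the values were seen, the permutation p was 0.000595 for either pair, the smallest that the splits allow, and 0.00179 after adjustment. Gene by gene, 7799 genes passed the thresholds between 57SCLC_cell and 46LCNEC_cell. Of the 7317 of them that could be tested in the allografts, 6699 had a fold change of the same sign there, and of the 4190 genes that passed the thresholds in both comparisons, 4119 had the same sign. The log2 fold changes between the lines in cells and in allografts had a Pearson correlation of 0.812 across 16230 genes, which are not independent replicates. The differences were not equal in all genes, and 3231 gene symbols passed the thresholds in limma's test of the difference between cells and allografts.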

Next, we used a gene classifier (Supplementary Dataset S1) capable of discriminating human LCNEC-SCLC subtypes [6] to perform unsupervised clustering of our cell and allograft tumor models (Figure 4C). This classifier clustered together cell and allograft tumor samples from each subtype and was able to separate LCNEC and SCLC models. 

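Of the 275 mouse genes of the classifier, 259 are in the matrix by the same symbol and 242 of them had counts. Samples were clustered on the normalized counts of these genes with Spearman rank correlation and complete linkage, as in the paper's methods. The first branching put the 57SCLC samples on one side and the 46LCNEC samples with Lung on the other, for 15 of 15 samples. Within the second branch, 46LCNEC_allo joined 46LCNEC_cell before Lung did. The mean Spearman correlation between samples, across genes, was 0.926 ± 0.00836 (SD, 9 pairs) for 57SCLC_cell with 57SCLC_allo and 0.879 ± 0.00300 (SD, 9 pairs) for 46LCNEC_cell with 46LCNEC_allo. It was 0.415 ± 0.0170 between the cells of both lines and 0.458 ± 0.0362 between their allografts (SD, 9 pairs each). Lung had a mean correlation of 0.821 ± 0.0207 with 46LCNEC_allo, 0.773 ± 0.00823 with 46LCNEC_cell, 0.424 ± 0.0196 with 57SCLC_allo and 0.304 ± 0.0185 with 57SCLC_cell. Centering each gene on its mean, chosen after the values were seen, moved the correlations most, to 0.765 within 57SCLC, 0.563 within 46LCNEC and 0.401 between 46LCNEC_allo and Lung, and left all 15 samples on the same side. The branching does not depend on these genes alone, since 861 of 1000 random gene sets of the same size gave the same first branching.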

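Dll3 (ENSMUSG00000003436, chromosome 7, 27992978 to 28001673) had 685 ± 169 normalized counts in 57SCLC_cell and 2019 ± 246 in 57SCLC_allo. No 46LCNEC allograft had more than 3 reads on Dll3, so 57SCLC_allo was at least 508-fold higher (adjusted p = 2.56e-05, limma). Its difference between the lines was larger in allografts than in cells by 2.91 on the log2 scale (adjusted p = 0.00599, limma), a difference taken against that floor. Syp (ENSMUSG00000031144, chromosome X, 7504710 to 7519499) had 1019 ± 63.3 in 57SCLC_cell, 701 ± 38.3 in 57SCLC_allo, 13.7 ± 2.59 in 46LCNEC_cell, 9.37 ± 4.62 in 46LCNEC_allo and 58.9 ± 5.47 in Lung. Elavl3 (ENSMUSG00000003410, chromosome 9, 21926301 to 21963324; Elav3 in the paper) had 12165 ± 2776 in 57SCLC_cell and 11769.5 ± 109 in 57SCLC_allo. Elavl4 (ENSMUSG00000028546, chromosome 4, 110060810 to 110209142; Elav4 in the paper) had 2656 ± 206 and 1714 ± 96.1, against 2.24 ± 1.49 in 46LCNEC_cell and 7.67 ± 4.08 in 46LCNEC_allo. Its difference between the lines was smaller in allografts, with a change from cells to allografts of -2.06 on the log2 scale (adjusted p = 0.0092, limma). The change within 57SCLC was -0.63, and the rest lay in the low counts of 46LCNEC, so its size is uncertain. Chga (ENSMUSG00000021194, chromosome 12, 102520484 to 102531300) had 9524 ± 502 and 11856 ± 941, against 4.23 ± 2.20 in 46LCNEC_cell and 10.6 ± 8.85 in 46LCNEC_allo. Each of these genes was higher in all 57SCLC samples than in all 46LCNEC and all Lung samples. Over the 5 genes, the log2 fold changes between the lines lay from 6.13 to 10.91 in cells and from 6.18 to 11.04 in allografts, with adjusted p-values of at most 5.80e-07 and 7.41e-05 (limma). Of the other classifier genes named in Fig. 4C, Syn1 differed less, with a log2 fold change of 1.17 in cells and 1.18 in allografts, and did not pass when the test asked for a change above 2-fold. Psip1 did not pass in either comparison, with 0.61 and 0.58, and Cdkn2d did not pass in the allografts (log2 fold change 1.03, standard error 0.26, adjusted p = 0.0142, limma).

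**Figure D1:**
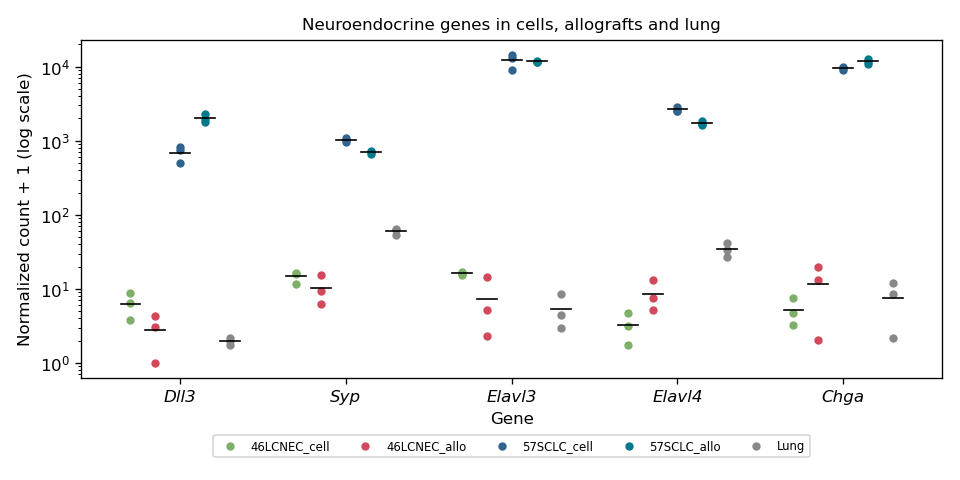
Normalized counts plus 1, on a log axis, of Dll3, Syp, Elavl3, Elavl4 and Chga in each of the 15 samples. Points are samples colored by group and bars are means of 3 samples; for Chga the mean is 9524 in 57SCLC_cell and 6.54 in Lung, and the 57SCLC samples lie above all others for each gene.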

Neuroendocrine genes typically expressed at a high level in SCLC such as Ascl1, Dll3, Syp, Elav3, Elav4, and Chga were specifically up-regulated in SCLC cells and allograft tumors. Conversely, immune response (Tnfrsf10b) and transcription factor (Runx2) genes found in human LCNEC [6] exhibited high levels of expression in LCNEC cells and allograft tumors.

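Tnfrsf10b (ENSMUSG00000022074, chromosome 14, 70004916 to 70021860) had 1726 ± 22.6 normalized counts in 46LCNEC_cell, 1314 ± 251 in 46LCNEC_allo, 72.5 ± 8.19 in 57SCLC_cell, 303 ± 21.8 in 57SCLC_allo and 818 ± 111 in Lung. Its log2 fold change of 57SCLC over 46LCNEC was -4.56 in cells (standard error 0.12, adjusted p = 1.91e-08) and -2.10 in allografts (standard error 0.17, adjusted p = 1.02e-04, limma). Against Lung, Tnfrsf10b in 46LCNEC_allo was not past the thresholds (log2 fold change 0.68, standard error 0.18, adjusted p = 0.0159). Runx2 (ENSMUSG00000039153, chromosome 17, 44806874 to 45125684) had 6086 ± 368 in 46LCNEC_cell, 3637 ± 402 in 46LCNEC_allo, 5.07 ± 2.01 in 57SCLC_cell, 312 ± 51.6 in 57SCLC_allo and 744 ± 70.9 in Lung. Its log2 fold change of 57SCLC over 46LCNEC was -10.02 in cells (adjusted p = 1.33e-08) and -3.55 in allografts (adjusted p = 1.31e-05, limma). Pvt1 (ENSMUSG00000097039, chromosome 15, 61888639 to 62249945, a long non-coding RNA) and Efna4 (ENSMUSG00000028040, chromosome 3, 89240695 to 89245373), named beside them in Fig. 4C, changed by -4.32 and -3.28 in cells and by -2.70 and -3.21 in allografts. The differences of Runx2, Tnfrsf10b and Pvt1 between the lines were smaller in allografts than in cells, by 6.47, 2.46 and 1.62 on the log2 scale, and each of these differences passed limma's test. For each of the 3 genes, the mean of 57SCLC_allo lay between those of 57SCLC_cell and Lung.

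**Figure D2:**
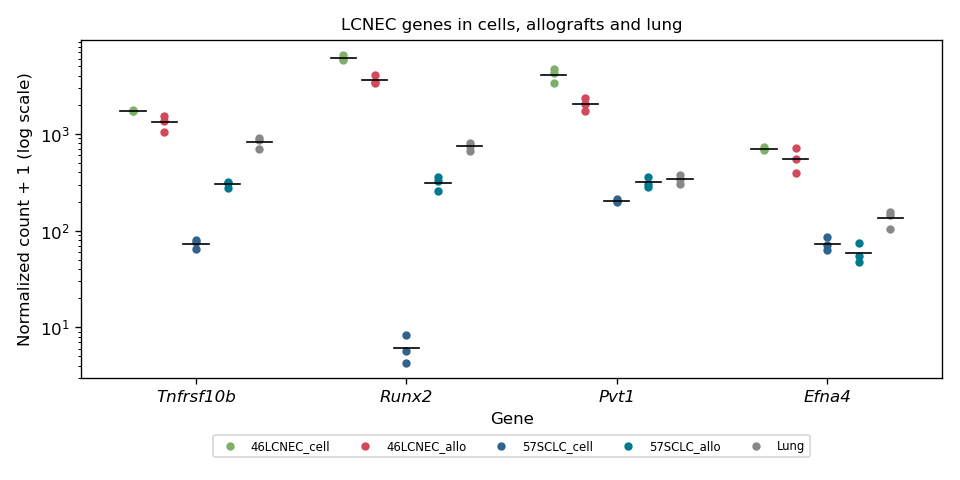
Normalized counts plus 1, on a log axis, of Tnfrsf10b, Runx2, Pvt1 and Efna4 in each of the 15 samples. Points are samples colored by group and bars are means of 3 samples; for Runx2 the mean is 5.07 in 57SCLC_cell, 312 in 57SCLC_allo and 744 in Lung.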

We evaluated whether our cell and allograft syngeneic models resembled the spontaneous tumors from which they originated. In a previous work [21], we characterized the genomic profile of SCLC and LCNEC spontaneous tumors in the CMV-QKO and K5-QKO mouse models used to generate the cell lines and the syngeneic allograft tumors described here. We analyzed the biological pathways enriched in CMV-QKO LCNEC and K5-QKO SCLC tumors and established gene signatures of each tumor type (moLCNEC_signature and moSCLC_signature, respectively) (Supplementary Dataset S2). Here, we compared 46LCNEC_allo and 57SCLC_allo tumor samples with non-tumor lung tissue (Lung) to find genes up-regulated in these tumors (Figure 5A) and analyzed the biological pathways shared or specific for each tumor type. 

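In 46LCNEC_allo against Lung, 18033 genes were tested, and 2424 gene symbols were up and 3984 down. In 57SCLC_allo against Lung, 18517 genes were tested, and 3505 symbols were up and 4966 down. Both allografts shared 1224 of the symbols that were up, where 362 were expected among the 17633 symbols tested in both comparisons (log10 of the hypergeometric p = -463.46). The expected number and this p assume independent lists. Both comparisons used the same Lung samples, which makes the lists overlap by itself, so the p cannot measure how much the tumors share. Of the 3002 symbols that the paper lists as up in 46LCNEC_allo, 2397 (79.8%) were up, and of the 3540 readable symbols that it lists for 57SCLC_allo, 3214 (90.8%) were up. The alternative that moved these counts most was limma's test against a fold change of 2, with 1126 symbols up in 46LCNEC_allo, 2302 in 57SCLC_allo and 609 in both. Sp8 and Pkp1 were among the genes with the largest changes in 46LCNEC_allo that had at least 50 normalized counts in every tumor. All Lung samples were at or under 3 reads for them. Sp8 (ENSMUSG00000048562, chromosome 12, 118810064 to 118816311) was at least 245-fold higher, and Pkp1 (ENSMUSG00000026413, chromosome 1, 135799133 to 135846945) at least 1005-fold, with 3531 ± 4699 normalized counts and thus a wide spread between tumors. In 57SCLC_allo, the largest changes were those of Grxcr2, Elavl3 and En2. Grxcr2 (ENSMUSG00000073574, chromosome 18, 42118388 to 42132120) was at least 941-fold higher than Lung and En2 (ENSMUSG00000039095, chromosome 5, 28370689 to 28377195) at least 1129-fold, and Elavl3 had a log2 fold change of 11.24 (standard error 0.34, adjusted p = 1.24e-07, limma).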

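The pathway lists of Supplementary Dataset S3 were read gene by gene against the comparisons with Lung. They were drawn up from the same samples, so they describe these data and test nothing independently. Of the 53 genes listed for DNA replication, 53 were up in both allografts, with a median log2 fold change of 2.66 in 46LCNEC_allo and 2.99 in 57SCLC_allo. Of 46 genes of chromosome segregation, 45 were up in both (medians 3.54 and 3.89), and of 19 genes of the mitotic spindle assembly checkpoint, 19 were. For the G1/S transition, 19 of 22 genes were up in both. The list for cell cycle could be read for 56 of the 162 genes the paper counts, of which 55 were up in both (medians 3.09 and 3.74). Among its genes with the smallest adjusted p, Cdc20 (ENSMUSG00000006398, chromosome 4, 118290098 to 118294610) had 2378 ± 212 normalized counts in 46LCNEC_allo, 3354 ± 104 in 57SCLC_allo and 152 ± 19.3 in Lung. Sgo1 and Cdca2 had log2 fold changes over Lung of 5.10 and 4.07 in 46LCNEC_allo and of 5.16 and 5.01 in 57SCLC_allo. Chaf1a, Rfc5 and Pole of DNA replication rose by 3.96, 2.95 and 4.39 in 46LCNEC_allo and by 3.92, 2.99 and 4.39 in 57SCLC_allo. A list of 10 proliferation genes set before the values were seen was up in full in both allografts, with medians of 4.18 and 4.57 (exact hypergeometric p = 2.51e-12 against the genes tested in both comparisons). All 10 were also up when p was adjusted over the list alone. In limma's camera test, which allows for correlation between genes, the adjusted p of this list was 2.68e-07 in 46LCNEC_allo and 2.62e-06 in 57SCLC_allo.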

Similar to the CMV-QKO and K5-QKO spontaneous tumors, up-regulated genes common to both allograft tumors are significantly involved in cell cycle and mitotic progression. 

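Against Lung, Chga was up in 57SCLC_allo by 10.94 on the log2 scale (standard error 0.56, adjusted p = 1.23e-06, limma). Scg3 (ENSMUSG00000032181, chromosome 9, 75546929 to 75591396) had 2386 ± 147 normalized counts in 57SCLC_allo, 4.87 ± 2.61 in 46LCNEC_allo and 63.1 ± 17.5 in Lung, a log2 fold change over Lung of 5.25 (standard error 0.19, adjusted p = 2.29e-07). Syp and Elavl4 rose by 3.55 and 5.67, with adjusted p-values of 4.43e-07 and 1.64e-07. In 46LCNEC_allo, Syp, Elavl4 and Scg3 were down against Lung, with log2 fold changes of -2.62, -2.06 and -3.51, and Chga did not differ from Lung (log2 fold change 0.42, standard error 1.03, adjusted p = 0.739). The paper reports positive staining of chromogranin A, which Chga encodes, in LCNEC subcutaneous tumors. RNA and staining are different measurements, and the cause of this difference was not tested. Of a list of 10 neuroendocrine genes set before the values were seen, 10 were up in 57SCLC_allo with a median log2 fold change of 9.12 (camera, adjusted p = 9.97e-07). In 46LCNEC_allo, 8 of them could be tested, of which 1 was up and 5 were down (camera, adjusted p = 0.202, direction down). The gene that was up was Ncam1, with 4827 ± 2268 normalized counts in 46LCNEC_allo and 76.0 ± 4.52 in Lung. Supplementary Dataset S3 lists 17 genes of neurotransmitter secretion for 57SCLC_allo, and 17 were up there, with a median of 5.14, while 0 were up in 46LCNEC_allo. This list and the next hold only genes that the paper found up in 57SCLC_allo and not in 46LCNEC_allo, which largely fixed these counts. Of 54 genes read for nervous system development, 51 were up, with a median of 3.67. Their genes with the smallest adjusted p were Syt1 and Unc13a, with 7.53 and 4.03, Cplx2 and Igsf9, with 5.40 and 5.78, and Dll3 and Grm2, at least 575-fold and 181-fold above Lung, where no sample had more than 3 reads.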

Like the K5-QKO SCLC tumors from which they originated, neuroendocrine markers and nervous system pathways were significantly present in 57SCLC_allo tumors (Ascl1, Chga, Scg3, Syp, Elav3, Elav4). 

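Supplementary Dataset S3 gives the pathways for the genes up in 46LCNEC_allo alone. Of its 21 genes of collagen fibril organization, 19 were up in 46LCNEC_allo and 0 in 57SCLC_allo, with median log2 fold changes over Lung of 2.31 and -0.27. Of 33 genes of cell migration, 31 were up in 46LCNEC_allo (median 1.78). The counts were 11 of 14 genes for stem cell proliferation (median 2.41) and 14 of 15 for epithelial cell proliferation (median 2.29), and none of these genes was up in 57SCLC_allo, as the lists hold only genes that the paper found up in 46LCNEC_allo and not in 57SCLC_allo. For chondrocyte differentiation, 13 of 18 genes were up in 46LCNEC_allo and 0 in 57SCLC_allo. Of 53 genes read for cell adhesion, 44 were up in 46LCNEC_allo, 2 in 57SCLC_allo and 1 in both. Ext1 (ENSMUSG00000061731, chromosome 15, 52927434 to 53209602) had 15975 ± 1444 normalized counts in 46LCNEC_allo, 20797 ± 868 in 46LCNEC_cell, 1545 ± 155 in 57SCLC_allo and 3293 ± 215 in Lung, a log2 fold change over Lung of 2.28 (standard error 0.11, adjusted p = 1.51e-05, limma). Fkbp10 and Loxl1, also of collagen fibril organization, rose by 4.13 and 2.24. Loxl1 had 3623 ± 269 normalized counts in 46LCNEC_cell and 17013 ± 2155 in 46LCNEC_allo, so its rise over Lung was not seen in the cells. Gli3 and Gli2 of stem cell proliferation rose by 2.65 and 2.75, Cthrc1 and Gpc4 of cell migration by 4.98 and 2.26, and Egfr of epithelial cell proliferation by 2.25. Of 8 mesenchymal and osteochondrogenic genes listed before the values were seen, 5 were up in 46LCNEC_allo (exact hypergeometric p = 0.00172; camera, adjusted p = 0.000750), and of the 6 tested in 57SCLC_allo, 1 was. Fibroblast genes of a list of 10 were also higher in 46LCNEC_allo than in 46LCNEC_cell, for 9 of them. The spontaneous CMV-QKO tumors themselves were not analysed here.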

The 46LCNEC_allo tumors also showed similarity with their parental CMV-QKO tumors (Figure 5B; Supplementary Dataset S3). Moreover, gene set enrichment analysis (GSEA) revealed significant enrichment in the CMV-QKO moLCNEC_signature and K5-QKO moSCLC_signature in their corresponding allograft tumors (Figure 5C) and cell lines (Figure S6).

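The moLCNEC_signature has 403 distinct symbols and the moSCLC_signature 1199, of which 356 and 1061 are in the matrix by the same symbol, and 307 symbols are in both. Genes with any count, 29990 in all, were ranked by their signal-to-noise ratio against Lung. The moLCNEC_signature had an enrichment score of 0.804 in 46LCNEC_allo (342 ranked genes, of which 302 or 88.3% were higher than in Lung) and of 0.785 in 46LCNEC_cell. The moSCLC_signature had 0.843 in 57SCLC_allo (1015 genes, 97.2% higher than in Lung) and 0.832 in 57SCLC_cell. In exact one-sided permutation tests over the 20 splits of 6 samples, p was 0.05 for each of these 4 scores, which is the smallest p that the splits allow. With genes ranked on the log2 scale, the exact permutation p was 0.1 for the moLCNEC_signature in 46LCNEC_allo (score 0.659) and 0.35 in 46LCNEC_cell (score 0.610), and 0.05 for the moSCLC_signature in 57SCLC_allo (0.749) and 57SCLC_cell (0.741). For each of the 4 scores on either scale, none of 1000 random gene sets of the same size scored as high (permutation p = 0.001, the smallest they can give, one-sided). With limma's camera test, the adjusted p was 1.07e-30 for the moLCNEC_signature in 46LCNEC_allo and 2.02e-45 for the moSCLC_signature in 57SCLC_allo. The signatures were enriched in the allografts of the other line as well, with 0.829 for the moLCNEC_signature in 57SCLC_allo and 0.607 for the moSCLC_signature in 46LCNEC_allo. The scores were also taken without the genes in both signatures. The score of the remaining 85 genes of the moLCNEC_signature in 46LCNEC_allo was 0.335 (exact permutation p = 0.1; permutation p against random gene sets = 0.003; 49 genes or 57.6% higher than in Lung; camera, adjusted p = 0.0886). In 46LCNEC_cell it was 0.346 (exact permutation p = 0.05; permutation p against random gene sets = 0.002; 44 genes or 51.8% higher than in Lung; camera, adjusted p = 0.167). The score of the remaining 758 genes of the moSCLC_signature was 0.818 in 57SCLC_allo and 0.803 in 57SCLC_cell (exact permutation p = 0.05 and permutation p against random gene sets = 0.001 for each). The unshared genes of the moLCNEC_signature scored 0.480 in 57SCLC_allo (exact permutation p = 0.05), and those of the moSCLC_signature 0.408 in 46LCNEC_allo (exact permutation p = 0.1), with a permutation p against random gene sets of 0.001 for each. In the camera test against Lung, the adjusted p was 0.0124 for the former and 4.58e-06 for the latter, both with direction up. For the unshared genes of the moSCLC_signature in 57SCLC_allo, it was 1.85e-38. With each sample left out in turn, the scores of all signature genes in the matching allografts stayed from 0.788 to 0.814 for 46LCNEC_allo and from 0.833 to 0.844 for 57SCLC_allo. In its Discussion, the paper concludes from its own comparative transcriptomic analyses that the cells and subcutaneous tumors retain the transcriptomic profile of the original spontaneous tumors.

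**Figure D3:**
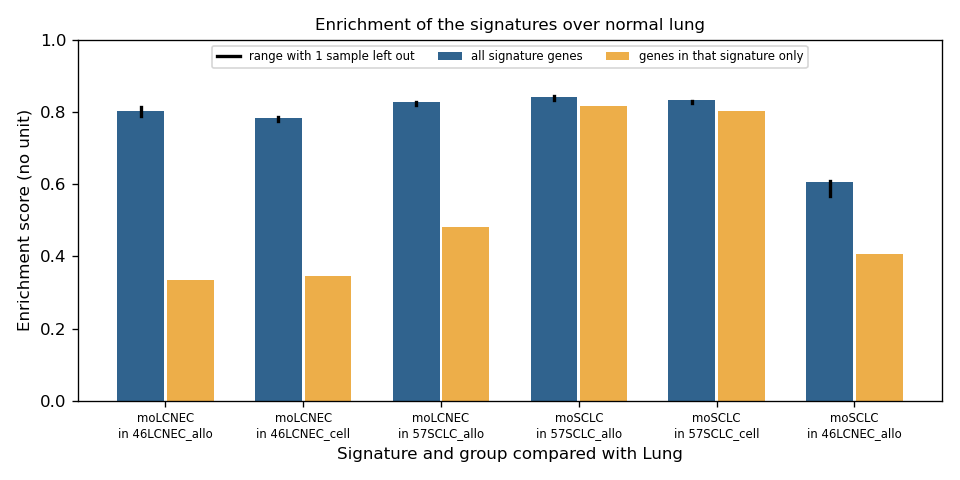
Enrichment score (no unit) of each signature over Lung, for all its genes and for its genes that are not in the other signature. Black lines span the scores with 1 sample left out; without the shared genes the moLCNEC_signature goes from 0.804 to 0.335 in 46LCNEC_allo and the moSCLC_signature from 0.843 to 0.818 in 57SCLC_allo.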

## 3. Discussion

This study presents new mouse LCNEC and SCLC cell lines, which were generated from spontaneous tumors arisen in our previously generated GEMMs [20,21]. Subcutaneous injection of these cells resulted in allograft tumors and the development of syngeneic models for further investigation of high-grade neuroendocrine lung cancer that, in the case of SCLC, also represents a tool to study metastatic processes. We described here the first murine cell line model of LCNEC. Moreover, because of the lack of high-grade neuroendocrine lung carcinoma material from surgery, laboratory research studies are limited, which is more significant in the case of LCNEC. In contrast, cell lines provide a limitless source of materials that could be shared by laboratories worldwide and provide basic and translational resources for the study of high-grade neuroendocrine lung cancer pathogenesis. In fact, cancer cell lines remain the most widely used models in cancer biology research [26] and are the primary resource for studying SCLC [10].

Genetically engineered mouse models (GEMMs) faithfully reproduce human tumors in a physiological and immunocompetent environment [14]. However, many GEMMs develop multifocal tumors of different stages of progression (including low-grade malignancy) [13,27] that may bias any assessments of antitumoral responses. The high-grade neuroendocrine cancer cell lines developed here reproduced the aggressive primary tumors from which they originated. As these cells lines can develop allograft tumors in both immunodeficient and immunocompetent mouse environments, they constitute a suitable tool for preclinical analysis in both backgrounds. These tumors offer other advantages such as growth at short latency times with almost full penetrance, control of the number of tumors per mouse, easy monitoring of growth and therapeutic responses, and reduced costs. The development of syngeneic LCNEC and SCLC models featuring murine immunity and stroma offers the possibility of therapeutic assessment of new immunotherapies, either alone or in combination strategies, which would provide relevant information needed for future clinical trials. 

The relevance of mouse cell lines for basic, translational, and preclinical research depends on how closely they resemble their human tumors’ counterparts. The comparative transcriptomic analyses performed here shows that LCNEC and SCLC cells and subcutaneous tumors retain the transcriptomic profile of the original spontaneous tumors and share strong similarities with those of human LCNEC and SCLC [6,21,28]. They therefore provide a suitable framework to test anti-cancer therapies in vitro and in vivo. 

SCLC is a highly metastatic and recalcitrant carcinoma, with metastasis as a major cause of mortality. While human SCLC cells fail to metastasize when transplanted into mice, few murine SCLC cell lines have been reported to generate metastasis after subcutaneous engraftment [23,29] to serve the purpose of dissecting molecular mechanisms of metastatic development such as cell–cell interactions between NE and non-NE cells in SCLC cells [30,31] or prove the critical role of Nfib in promoting metastasis in SCLC [32]. The SCLC cell lines presented here displayed the ability to spontaneously colonize distant organs from the subcutaneous tumor and to form metastasis with no need of inoculating cells via alternate routes (such as intravenous, intracranial, intraperitoneal, or orthotropic sites). These features make them valuable tools to identify molecular and cellular mechanisms of SCLC metastasis and to assess potential agents against metastatic programs.

In summary, we report the establishment and precise characterization of high-grade neuroendocrine lung carcinoma (LCNEC and SCLC) cell lines and transplanted tumors in different backgrounds. To our knowledge, these are the first murine LCNEC cell lines that have been generated. Our data support the neuroendocrine properties of these novel cell lines and their transcriptomic similarities among cells, allograft, and spontaneous and human tumors of the same cancer type (LCNEC and SCLC). Importantly, the SCLC cell lines showed metastatic potential with the ability to grow metastatic lesions. In summary, we showed that these cell lines might serve as reliable model systems for further neuroendocrine lung cancer research and identification of novel molecular targets and immunotherapies for the treatment against highly aggressive SCLC and LCNEC.

## 4. Materials and Methods

### 4.1. Donor and Recipient Mice 

All the animal work was approved by the Animal Ethical Committee (CEEA) and conducted in compliance with Centro de Investigaciones Energéticas, Medioambientales y Tecnológicas (CIEMAT) guidelines.

QKO mice bear floxed *Rbl1*, *Pten*, and *Trp53* alleles along with a null *Rbl1* gene and have been described elsewhere [21]. Primary tumors were generated after adenovirus Ad-CMVcre (CMV-QKO) or Ad-K5cre (K5-QKO) intratracheal infection. NMRI-Foxn1^nu/nu^ immunodeficient 6–8-week-old mice were obtained from Janvier (Saint-Berthevin). 

### 4.2. Establishment of SCLC and LCNEC Murine Cell Lines and Cell Culture 

For the isolation and culture of tumor cells, CMV-QKO and K5-QKO mice [21] were sacrificed, their airway systems were removed, and primary tumors were dissected from lung tissues and minced with a razor blade. Cells were disaggregated by treatment with collagenase 0.25% for 1.5 h at 37 °C and mechanical ablation with a plastic pipette and passed through a 100 μm sieve. Then, cells were washed twice with PBS and seeded in RPMI medium (Gibco, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% FCS, 1% antibiotic-antimycotic 100× (Gibco), 1% ITS (Gibco), 0.005% mEGF (MilliporeSigma Merck, Burlington, MA, USA), and 0.4% hydrocortisone (MilliporeSigma).

Cells grew either in suspension (SCLC cells from K5-QKO tumors) or in adherent monolayer (LCNEC cells from CMV-QKO tumors). To split the cell cultures, suspending aggregates were harvested and mechanically disaggregated by pipetting with micropipette. Adherent cultures were washed (PBS) and detached by incubating the cells in trypsin-EDTA solution (MilliporeSigma) for 3 min at 37 °C.

To assess cell growth kinetics, 100,000 LCNEC or SCLC cells were seeded into 75 cm^2^ flasks and cultured for 5 days. Every day, the cell number was counted in a Countess 3 Automated Cell Counter (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA). 

All experiments were performed with mycoplasma-free cells.

### 4.3. Evaluation of Tumorigenic and Metastatic Potential 

To assay tumor formation ability, 200,000 LCNEC and SCLC cells were suspended in 100 μL of a 1:1 mixture of medium and Matrigel (Corning, Merck, Burlington, MA, USA) and injected subcutaneously into the flanks of recipient (immunodeficient NMRI nude or immunocompetent QKO) mice. Tumors were measured twice a week with a caliper, and tumor volume was calculated with the formula (4 π ((long side/2)^2^) × (short side/2))/3. Tumors were allowed to grow until a maximum volume of 1500 mm^3^; then, mice were euthanized and processed for histology. Complete necropsies were performed in search of metastases. For mice injected with 54SCLC, subcutaneous tumors were surgically excised and allowed to regrow. Organs were processed for histology, as described below (see Section 4.6).

### 4.4. Genotyping 

Genomic DNA was isolated from *Rb1^F/F^*, *Rbl1^-/-^*, *Trp53^F/F^*, and *Pten^F/F^* control lungs, cells, and tumors using DNeasy Blood & Tissue Kit (Qiagen, Venlo, The Netherlands). Primer sequences, amplified fragments, and PCR amplification product sizes appear in Table S1. 

### 4.5. Immunofluorescence 

Adherent cell lines (LCNEC) were seeded in chamber slides and grew there for 48 h. Floating cell lines (SCLC) were spun in Shandon CytoSpin 2 centrifuge at 400 rpm for 5 min. For the immunofluorescence analyses, the cells were (1) fixed with MetOH-acetone (1:1) at −20 °C for 10 min; (2) incubated with horse serum 10% for 1 h at room temperature; and (3) washed three times with sterile phosphate-buffered saline (PBS) (pH 7.5) prior to incubation with the appropriate primary antibodies diluted in horse serum 10%. Primary antibodies were used as follows: 1/200 dilution of anti-NCAM CD56 (AB5032, MilliporeSigma); 1/100 dilution of anti-SSTR2 (HPA007264, MilliporeSigma); and 1/2000 dilution of anti-CGRP (C8198, MilliporeSigma). Secondary antibodies were used as follows: 1/1000 anti-rabbit AlexaFluor488 (A11008, Molecular Probes. Thermo Fisher Scientific, Waltham, MA, USA) and 1/1000 anti-mouse AlexaFluor488 (A11001Molecular Probes). Diamidinophenylindole (DAPI) was used to counterstain the nuclei or chromosomes.

### 4.6. Histology and Immunohistochemistry 

Necropsies were performed at the end of the experiments. Upon necropsy, tumors and tissues were fixed in formalin for 24 h. Fixed tissues were dehydrated and embedded in paraffin wax. Sections (5 μm) were stained with hematoxylin and eosin (H&E) for histological analysis or processed for immunohistochemistry. Immunohistochemical analyses were performed as follows: the sections were (1) deparaffinized; (2) incubated with 10% horse serum for 30 min at 37 °C to block non-specific binding; and (3) washed three times with sterile phosphate-buffered saline (PBS) (pH 7.5) prior to incubation with the appropriate primary antibodies diluted in horse serum 10%. Primary antibodies were used as follows: 1/100 dilution of anti-chromogranin A (ab15160, Abcam, Cambridge, UK); 1/2000 dilution of anti-CGRP (C8198, MilliporeSigma); 1/200 dilution of anti-TTF1 (ab76013, Abcam, Cambridge, UK); 1/50 dilution of anti-p63 (ab53039-100, Abcam, Cambridge, UK); and 1/100 dilution of anti-CC10 (sc-25554, Santa Cruz Cruz Biotecnology, Dallas, TX, USA). Secondary antibodies were used as follows: 1/1000 biotin anti-mouse (No. 715-065-151, Jackson ImmunoResearch, West Grove, PA, USA) and 1/1000 biotin anti-rabbit (No. 711-065-152, Jackson ImmunoResearch).

### 4.7. RNA Isolation and Gene Expression Profiling 

Cells and tissues were embedded in RNALater (Ambion Inc., Thermo Fisher Scientific, Waltham, MA, USA, and RNA was isolated and purified using miRNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. RNA yield and quality were determined using an Agilent 2100 Bioanalyzer.

Transcriptome sequencing was performed from *n* = 3 57SCLC cell line samples, passage 11, from 3 different cell flasks; *n* = 3 46LCNEC cell line samples, passage 17, from 3 different cell dishes; *n* = 3 57SCLC syngeneic allograft tumors (from transplanted cell passage 11); *n* = 3 46LCNEC syngeneic allograft tumors (from transplanted cell passage 17); and *n* = 3 normal lung tissue from littermates of mice used for 57SCLC and 46LCNEC syngeneic allografts. RNA sequencing was performed after poly-A selection using Illumina NovaSeq 2 × 150 bp sequencing. Reads were aligned to GRCm39 mouse genome with “Rbowtie2”, counts extracted with featureCounts function from “Rsubread” and gencode annotation release 27 (gencode.vM27.annotation.gtf), and differential expression with DESeq2. Principal component analysis graph was plotted after variance stabilizing transformation (vst function in DESeq2). 

### 4.8. Gene Set Enrichment Analysis 

We developed signatures of genes specifically up-regulated in tumors from our CMV-QKO LCNEC (moLCNEC) and K5-QKO SCLC (moSCLC) models [21]. Briefly, Affymetrix probe set identifiers for genes significantly up-regulated (FDR ≤ 0.01; ≥2-fold) in moLCNEC versus normal lung (434 Affy IDs) or moSCLC versus normal lung (1335 Affy IDs), and these were manually curated to generate two gene signatures: moLCNEC_signature and moSCLC_signature (Supplementary Dataset S2). Gene set enrichment analysis (GSEA, www.broadinstitute.org/gsea (accessed on 5 May 2023)) [33] was used to analyze enrichment of these gene signatures in the LCNEC and SCLC allograft tumors. GSEA was performed from normalized counts after removal of genes with counts = 0 in all samples.

### 4.9. Subclass Association 

We analyzed the association between our cells and allograft RNAseq expression data using the SubMap module of Gene Pattern [24,25]. SubMap uses GSEA to measure the similarity between the gene expression profiles of subclasses. The output of this analysis is a subclass association (SA) table with the *p*-values for each SA. The SubMap module uses permutations to compute *p*-values. Number of permutations for nominal-p of Fisher’s statistics: 1000. The *p*-value correction method: FDR and Bonferroni.

### 4.10. Human LCNEC/SCLC Classifier 

The 300-gene LCNEC/SCLC classifier from George et al. (2018) [6] was converted into a 275-gene mouse classifier (Supplementary Dataset S2) using DAVID Gene ID Conversion Tool. Next, we used MeV v4.9 for the unsupervised hierarchical clustering analysis of the samples (Spearman rank correlation, complete linkage).

### 4.11. Analysis of Biological Pathways 

DESeq2 [34] was used to identify genes that were differentially expressed in the 46LCNEC_allo and 57SCLC_allo tumors versus non-tumor lung (Lung). Genes having an adjusted *p*-value threshold of ≤0.01 and an expression fold change (FC) ≥2 were selected. DAVID [35] web server (https://david.ncifcrf.gov/home.jsp (accessed on 5 May 2023)) from the NIAID/NIH was used to identify Gene Ontology Biological Process (GOBP) functional categories (GOTERM_BP_DIRECT). GOBP terms were listed by *p*-value based on EASE score [36] and manually curated (Supplementary Dataset S3).

### 4.12. Data and Statistical Analyses 

Data were analyzed with GraphPad Prism 9 software (GraphPad Software, La Jolla, CA, USA). Statistical analysis was performed using U Mann–Whitney test.

## 5. Conclusions

Patients with SCLC or LCNEC have very poor prognoses, low survival rates, and few effective treatments. Surgery is not usually an option and, as a consequence, human material for research is scarce. In an attempt to address these issues, this study described newly generated mouse cell lines and in vivo models of SCLC and LCNEC that closely resemble their human counterparts. These constitute relevant tools for further basic and translational research as well as preclinical testing of potential antitumor compounds, including immunotherapies. It is of note that no mouse LCNEC cell lines have been previously described.

## Figures and Tables

**Figure 1:**
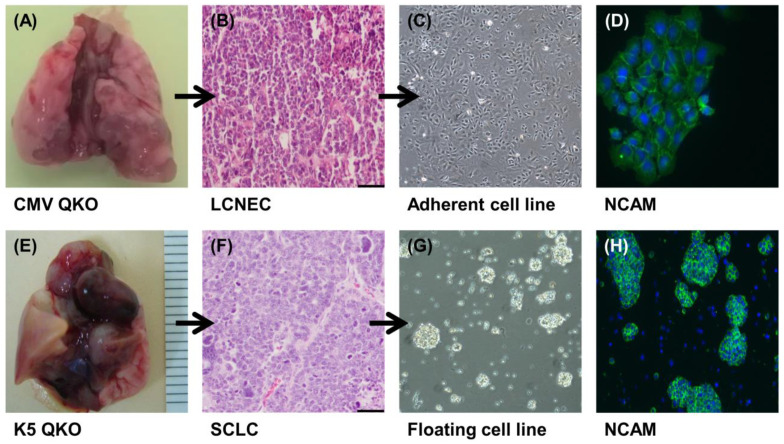
Establishment of new LCNEC and SCLC cell lines derived from CMV-QKO and K5-QKO mouse models. Gross appearance of the primary tumors in the lungs of the CMV-QKO (**A**) or K5-QKO mice (**E**). H&E staining of the primary tumors showing the characteristics of LCNEC (**B**) and SCLC (**F**), respectively. Morphology of LCNEC cells growing in a monolayer ((**C**) 4× light-field image) or SCLC cells growing in suspension ((**G**) 10× light-field image). Positive immunofluorescence staining of the neuroendocrine marker N-CAM in LCNEC (**D**) or SCLC (**H**), respectively. Scale bars = 50 µm.

**Figure 2:**
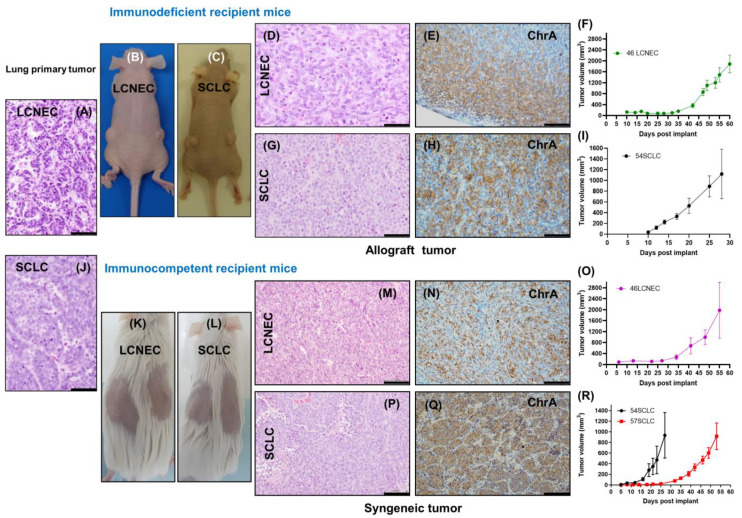
Tumorigenicity of the LCNEC and SCLC cell lines. H&E staining of the lung primary LCNEC (**A**) and SCLC (**J**) spontaneous primary tumors. Representative macroscopic images of LCNEC (**B**,**K**) and SCLC (**C**,**L**) subcutaneous tumors growing in NMRI nude (**B**,**C**) or QKO (**K**,**L**) mice. Representative photomicrographs of H&E staining (**D**,**G**,**M**,**P**) of LCNEC (**D**,**M**) and SCLC (**G**,**P**) and IHC staining (**E**,**H**,**N**,**Q**) of the neuroendocrine marker chromogranin A in LCNEC (**E**,**N**) or SCLC (**H**,**Q**) arising in immunodeficient (**D**,**E**,**G**,**H**) or immunocompetent (**M**,**N**,**P**,**Q**) mice. Subcutaneous transplant tumor growth curves (**F**,**I**,**O**,**R**). Average tumor volume of subcutaneous tumors from 46LCNEC in NMRI nude mice (*n* = 5, passage 17) (**F**); 54SCLC in NMRI nude mice (*n* = 5, passage 22) (**I**); 46LCNEC in syngeneic mice (*n* = 6, passage 17) (**O**); 54SCLC and 57SCLC in syngeneic mice (*n* = 6, passage 22 and *n* = 15, passage 16, respectively) (**R**). Error bars correspond to SEM. Scale bars = 50 µm.

**Figure 3:**
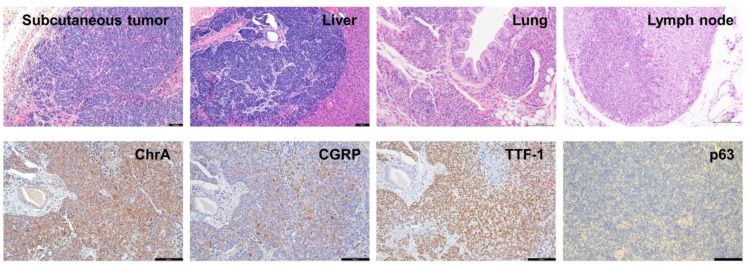
Metastatic ability of SCLC cell lines in syngeneic mice. The upper panel shows representative H&E staining of a 57SCLC syngeneic tumor and metastasis in liver, lung, and lymph node as quoted (scale bars = 50 µm (images on the left), 200 µm (images on the right)). In the lower panel, immunohistochemistry staining for the quoted proteins is depicted in a liver metastasis of 57SCLC (scale bars = 100 µm).

**Figure 4:**
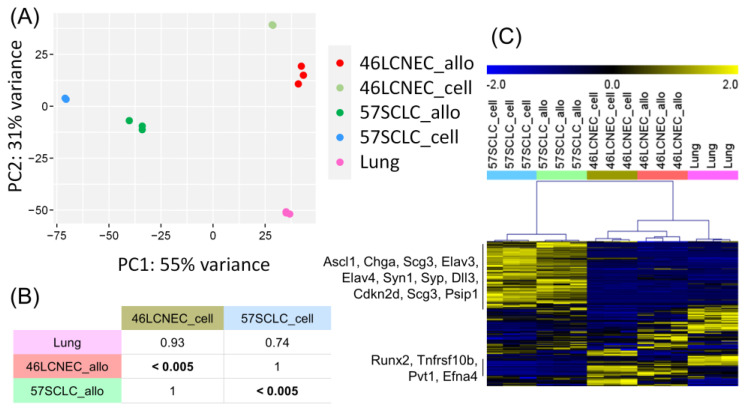
Genomic characterization of mouse LCNEC and SCLC cell lines and allografts. (**A**) PCA analysis showed that triplicates from each sample type grouped together in the bi-dimensional space. (**B**) Subclass association table for cell lines, allograft tumors, and lung samples. 46LCNEC_cell: 46LCNEC cell line; 57SCLC_cell: 57SCLC cell line; 46LCNEC_allo: 46LCNEC syngeneic allograft tumor; 57SCLC_allo: 57SCLC syngeneic allograft tumor; Lung: normal lung tissue from littermates. Fisher’s statistics, FDR-corrected *p*-values for the indicated combinations. (**C**) Heatmap representing the expression values of the LCNEC/SCLC classifier. Yellow and blue indicate high and low expression, respectively. Unsupervised hierarchical clustering, Spearman rank correlation, complete linkage. Selected candidate genes typically enriched in human SCLC or LCNEC are shown on the left.

**Figure 5:**
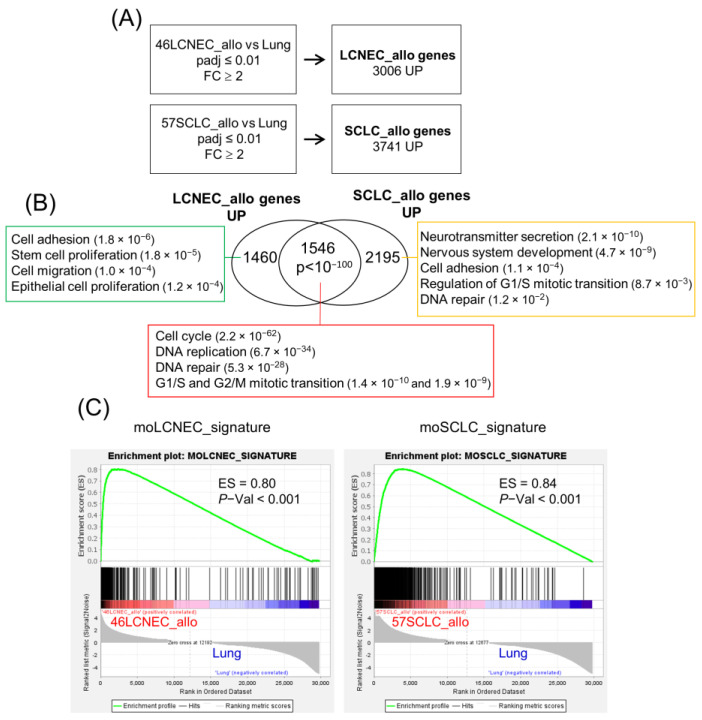
Biological pathways enriched in mouse LCNEC and SCLC syngeneic allografts. (**A**) LCNEC_allo and SCLC_allo genes: genes significantly (padj Val ≤ 0.01) up-regulated more than 2-fold in 46LCNEC_allo or 57SCLC_allo samples compared to Lung (non-tumor lung tissue). Numbers indicate gene symbol identifiers. Padj: adjusted *p*-value, Benjamini–Hochberg method; FC: fold change. (**B**) Gene ontology analysis of 46LCNEC and 57SCLC allograft syngeneic tumors. Venn diagram shows the overlap between LCNEC_allo and SCLC_allo genes. Hypergeometric test was used to assess the statistical significance of the overlap. The rectangular boxes contain the main signaling pathways enriched in the indicated groups (Gene Ontology Biological Processes (GOBP) Direct). The *p* values in brackets. (**C**) Gene set enrichment analysis (GSEA) plots showing enrichment in the LCNEC and SCLC allograft tumors in moLCNEC and moSCLC gene signatures established in the corresponding CMV-QKO and K5-QKO mouse models. Note that the positions of the moLCNEC and moSCLC genes are significantly skewed toward the left end of the rank-sorted list, reflecting their statistically significant induction in LCNEC and SCLC allograft tumors. Size: number of genes in the gene set after filtering out those genes not in the expression dataset. Positive enrichment score (ES: from 0 to 1) reflects the degree to which a gene set is overrepresented at the top of a ranked list of genes in the expression dataset. The *p*-value is the probability of obtaining an enrichment score from the actual ranking bigger than that for the random permutations.

## Data Availability

All the transcriptome-sequencing data are available at Gene Expression Omnibus ((GEO) http://www.ncbi.nlm.nih.gov/geo/, accession number GSE242422 (access release date 6 September 2024)).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms242015284/s1.

# Supplementary material for: Novel Mouse Cell Lines and In Vivo Models for Human High-Grade Neuroendocrine Lung Carcinoma, Small Cell Lung Carcinoma (SCLC), and Large Cell Neuroendocrine Carcinoma (LCNEC)
**Source:** Int J Mol Sci. 2023 Oct 18;24(20):15284. doi: 10.3390/ijms242015284
**Supplement:** Supplementary file 1

**Table S1. PCR primer sequences for genotyping**

| Primer Name       | Primer Sequence (5'-3') | Product Size (bp) |                                         |
|-------------------|-------------------------|-------------------|-----------------------------------------|
| <b>p53 10 F</b>   | AAGGGGTATGAGGGACAAGG    | Wt                | 154 bp (10F-10R2)                       |
| <b>p53 10R2</b>   | GAGACAGGGTCTTGCTATTGT   | Floxed<br>and     | 102 (loxP F-10R2)<br>307 (10F-10R2)* bp |
| <b>p53 loxP F</b> | CGAAGTTATTAGGTCCTCGAA   |                   |                                         |
| <b>p53 1F2</b>    | AGAAAGGGCGACTGACTGTG    |                   |                                         |

  

|              |                   |         |        |
|--------------|-------------------|---------|--------|
| <b>Rb 18</b> | GGCGTGTGCCATCAATG | Wt      | 680 bp |
| <b>Rb 19</b> | AACTCAAGGGAGACCTG | Floxed  | 748 bp |
|              |                   | Deleted | 300 bp |

  

|                    |                        |         |                     |
|--------------------|------------------------|---------|---------------------|
| <b>PTEN loxP F</b> | AGTGGCATGTTTTGTCTATGGT | Wt      | 72 bp               |
| <b>PTEN loxP R</b> | ACGAGTCCTCTGAAAAAGCAGT | Floxed  | 118 bp              |
| <b>PTEN Del</b>    | TGGGGCTGCAGGAATTCGATA  | Deleted | 141 bp (Del-loxP R) |

  

|                 |                       |         |        |
|-----------------|-----------------------|---------|--------|
| <b>p107 F2</b>  | GCAACTTTGGTGGCTCTTCAT | Wt      | 130 bp |
| <b>p107 R2</b>  | CCACAAGAGTTTCGTGAGCG  |         |        |
| <b>p107 LzR</b> | GGGCTGCAGGAATTCGATA   | Deleted | 78 bp  |

How the deposited data were processed for this re-analysis (not part of the article)

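RNA was measured by poly-A selected, paired-end sequencing in 15 mouse samples, 3 each of 46LCNEC_cell, 46LCNEC_allo, 57SCLC_cell, 57SCLC_allo and Lung. The values are signal values, not raw counts: the authors aligned the reads to GRCm39 with Rbowtie2, counted them per gene with featureCounts on release 27 of the GENCODE mouse annotation, and divided the counts of each sample by its DESeq2 size factor before the matrix was deposited. The paper's text does not name the strand setting or the handling of reads with several alignments.

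In each sample, every non-zero value was checked to be a whole multiple of 1 step, so the reads counted were recovered by division. They ranged from 9480244 to 44876572 per sample with a median of 26502525. Values at or under a floor of 3 reads were taken as not detected, and a fold change against a group at this floor is given as a lower bound. Floors cover counting error only. Of the 55359 genes, 25369 were at 0 in all samples and 1347 had no name. Gene coordinates came from release 39 of the GENCODE annotation of the same build, which holds 54749 (98.9%) of the identifiers, and synonyms came from the RefSeq annotation of the older mouse assembly.

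The tests planned for the gene comparisons assumed raw counts. As the deposited values are normalized, the comparisons were made with limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with a mean-variance trend, and the planned edgeR 4.0.16 test was run on the recovered reads as an alternative, with DESeq2 1.42.0 as another. Each comparison used the 6 samples compared and the genes with at least 10 normalized counts in at least 3 of them. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.01 and a log2 fold change of at least 1 in size, the thresholds of the paper, and distinct symbols were counted. The difference between the lines was compared between cells and allografts with an interaction term over 12 samples. Replicates were not merged. The cells of both lines carry the letters A, B and C, which were used as a block in an alternative only, since the paper gives no pairing.

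Principal components were computed from the 500 most variable genes after the vst of DESeq2. Subclass mapping, sample clustering over the classifier and enrichment scores were rebuilt with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Subclass mapping used 100 markers and all splits of the samples in place of random permutations, and combined both directions by Fisher's method with its chi-square distribution. Enrichment scores used the signal-to-noise ratio of normalized counts with a weight of 1, and were compared with all 20 splits of the 6 samples and with 1000 random gene sets of the same size. The camera function of limma was used as a test that allows for correlation between genes.

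The procedures were tested on simulated data with 200 changed genes. limma recovered 100% of them with 1 further call among 17953 genes tested, edgeR 100%, DESeq2 98.5%, the test against a fold change of 2 94.5%, and the interaction test 98%. All planted changes were well past a fold change of 2 and lay in genes expressed in Lung. The spread between replicates was a single value for all genes that was not taken from the tumors. These shares therefore do not measure recovery of changes near the threshold, of genes with low counts or at the spread of the real tumors. In simulated groups, subclass mapping found 2 of 2 planted pairs.

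The alternatives were DESeq2, other scalings (library size only, upper quartile), no filter, an adjusted p of at most 0.05, a test against a fold change of 2, all 15 samples in 1 model, other numbers of genes and markers, log2 values in place of normalized counts, other correlations and linkages, synonyms, signatures without shared genes, and each sample left out in turn. Alternatives chosen after the data were seen were TMM for limma on the recovered reads, pseudocounts of 0.1 and 5, and DESeq2 on all 15 samples. Others were Fisher's statistic permuted over all pairs of splits, gene-centered correlations and a filter of 2 samples when a sample was left out. The edgeR test had been planned as the main test, and became an alternative only after the data were seen.

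Genes are named where the paper's text or Fig. 4C names them, where they were deleted in the QKO model, where the paper stained their protein or they encode a subtype factor, where they belong to a marker list that was tested, where they had the largest changes (3 per allograft, at least 50 normalized counts in every tumor) or where they are among the leading genes of a pathway list, at most 3 per list. Results for some genes that this rule names are not reported here. The neighbors of Yap1 and the Y-linked genes were chosen after their values were seen. The spontaneous CMV-QKO tumors and the human tumors of the paper's comparisons were not analysed here.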

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

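The tests of host RNA for single genes, the test of non-tumor cells for Yap1 and the splits of the samples were chosen only after the results were seen. The comparisons, thresholds and marker lists were set before the data were examined.

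The difference between 57SCLC and 46LCNEC was not the same in cells and allografts for 3231 gene symbols (3233 genes by identifier), by an interaction term in limma at the thresholds of the other comparisons. The count was 3664 with DESeq2, 3059 with edgeR, 3228 with TMM scaling and 1292 in the test against a fold change of 2. Of 100 splits of the samples, 2 gave as many genes, the real one included. The other was the split in which the labels of all allografts were exchanged between the lines, with 10525 genes, and the next had 2999. With every sample thinned to 9480244 reads, the depth of the smallest, 2768 genes passed, so depth alone did not account for the count. RNA of host cells in the allografts was compared by asking for which genes the means of both allografts lay between those of their cells and Lung, within 0.5 on the log2 scale. This held for 53.85% of these genes and for 78.29% of the other genes tested. The comparison was first set up to count against host RNA if the share was no higher than in other genes, and was judged uninformative once its value was seen, because genes that change little pass it as well. Growth under the skin in place of culture is the biological explanation that the design gives, and it cannot be told apart here from RNA of host cells.

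Among the genes whose difference changed were 5 named in Fig. 4C. From cells to allografts, the log2 fold change of 57SCLC over 46LCNEC rose by 6.47 for Runx2 (adjusted p = 3.13e-08), 2.46 for Tnfrsf10b (adjusted p = 3.64e-06), 1.62 for Pvt1 (adjusted p = 9.80e-05) and 2.91 for Dll3 (adjusted p = 0.00599), and changed by -2.06 for Elavl4 (adjusted p = 0.00920, limma). For Runx2, Tnfrsf10b and Pvt1, which are lower in 57SCLC, this is a smaller difference between the lines in allografts. The mean of 57SCLC_allo lay between 57SCLC_cell and Lung for 3 of these 3 genes, which RNA of host cells in the allografts would give. It also did so for 72.75% of 1431 other genes that were lower in 57SCLC_cell than in 46LCNEC_cell and whose log2 fold change rose past the thresholds, and for 65.69% of 2279 genes lower in 57SCLC_cell whose change did not pass. As the 3 genes were chosen for the smaller difference, the test was judged uninformative after its value was seen, and it cannot tell RNA of host cells from a change in the tumor cells. The mean lay there for 1 of 2 genes when the test was made for Dll3 and Elavl4, namely Elavl4, for which it tells as little. Elavl4 changed by -0.63 within 57SCLC, and the rest of its change lay in 46LCNEC, with means of 2.24 normalized counts in cells and 7.67 in allografts, so the size of its change is uncertain. Dll3 was higher in 57SCLC_allo than in either, and its value in 46LCNEC_allo was at or under 3 reads, so the size of its change is uncertain as well. For Dll3, RNA of cells like those of Lung would not account for the rise. Host cells under the skin were not sampled, and no other explanation was tested.

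Yap1 had 64200 normalized counts in tumor 312, against 5426 and 4464 in tumors 319 and 321. The paper does not report it. The highest other sample had 6321 and tumor 312 had 10.2 times as much, so admixed cells of the kinds sampled here would not reach this level, and other kinds of cells were not sampled. The genes around Yap1 were examined next. The 18 detected genes within 1 Mb of it had a median log2 ratio of tumor 312 over the other tumors of 3.10, and 17 of them were raised more than 2-fold. Of 16073 windows of as many genes elsewhere, 100% had a lower median, and the highest was 0.56. From the start of chromosome 9, 36 detected genes lay before the first gene after Yap1 that was not raised, and 32 of them were raised, between 3335110 and 10904780. The next gene, at 13242612, had a log2 ratio of -0.56. A gain of this region in tumor 312 is a candidate explanation. This was tested on RNA only, since the copy number of DNA was not measured in these samples, and a single tumor shows the pattern.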

How the results depend on the processing

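The filter of 2 samples, TMM, DESeq2 on all 15 samples and the pseudocounts were chosen only after the results were seen. So were the permuted Fisher statistic and the gene-centered correlations. The edgeR test had been planned as the main test, and became an alternative only after the data were seen. Of 261 values of the leading results under alternatives, 237 were the same by the rule used here, 23 moved by more than the rule allows and 1 was weaker. By this rule a count was the same within 1.5-fold. An enrichment score was the same if its permutation p against random gene sets stayed on the same side of 0.05. The fall of the moLCNEC_signature in 46LCNEC_allo from 0.804 to 0.335 without shared genes thus counted as the same. So did its score in 46LCNEC_cell on the log2 scale, where the exact permutation p was 0.35. Of 336 values with a sample left out, 300 were the same and 36 moved.

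The test against a fold change of 2 gave 1126 symbols up and 2322 down in 46LCNEC_allo against Lung, 2302 up in 57SCLC_allo against Lung, 609 up in both, 1674 higher in 57SCLC_allo and 1183 higher in 46LCNEC_allo, 2479 up in 46LCNEC_cell and 2560 in 57SCLC_cell against Lung, 1098 higher in 46LCNEC_allo than in its cells, 1618 higher in 57SCLC_allo than in its cells, and 1292 for the interaction. The cause was not tested.

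DESeq2 gave 2942 symbols up in 46LCNEC_allo, 3847 in 57SCLC_allo and 1469 in both, and edgeR 2657, 3767 and 1376. With library size only, the median log2 fold change of all genes shifted by 0.26 between the allografts, 0.24 between the cells, 0.21 in 57SCLC_allo against Lung and 0.24 in 57SCLC_cell against Lung. The share of calls that were up in 57SCLC_allo against 46LCNEC_allo was 64.3% there, against 53.1% in the main comparison. With upper quartile scaling the shift was 0.16 in 46LCNEC_cell and 0.15 in 57SCLC_cell against Lung, and with TMM 0.12 in 46LCNEC_cell against Lung. With the letters A to C as a block, 4036 symbols were higher in 57SCLC_cell and 3755 in 46LCNEC_cell, and the correlation within letters was 0.0030.

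With each sample left out in turn, the symbols down in 46LCNEC_allo against Lung ranged from 2019 to 4556, those higher in 57SCLC_cell than in 46LCNEC_cell from 2629 to 4012, those higher in 46LCNEC_cell from 2432 to 3885, those higher in 57SCLC_allo than in 46LCNEC_allo from 1360 to 3019, those higher in 46LCNEC_allo than in its cells from 1552 to 1854, and those higher in 57SCLC_allo than in its cells from 952 to 2555. A filter of 3 samples leaves out genes detected in an arm of 2 only. With the filter set to 2 samples, these ranges were 3016 to 4677, 3927 to 4141, 3607 to 4018, 2150 to 3106, 1658 to 2584 and 2116 to 2639, and 81 of 81 counts were the same by the rule.

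The correlation of the line differences was 0.762 with DESeq2 and from 0.747 to 0.84 with a sample left out. Over all genes, the first component held 46.4% and the second 32.5% of the variance, and with a sample left out they held 51.7% to 65.7% and 21.4% to 33.5%. The ratio of distances was 0.434 with 2000 genes and 0.531 with all genes, and from 0.158 to 0.421 with a sample left out. The adjusted p of Fisher's method in the subclass mapping for the 46LCNEC pair was 0.0503 on the log2 scale. With the permuted Fisher statistic, the adjusted permutation p was 0.00179 for both pairs of the same subtype. The classifier correlation of 46LCNEC_cell with 46LCNEC_allo was 0.900 with Pearson, 0.884 with synonyms, 0.873 with the filter on counts and 0.563 when genes were centered. That of 57SCLC_cell with 57SCLC_allo was 0.907 with the filter and 0.765 when centered, and that of 46LCNEC_allo with Lung was 0.401 when centered. Leaving out Lung leaves no value for the last. The cause of these moves was not tested.

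Of 539 log2 fold changes of single genes under alternatives, 531 were the same, 2 weaker and 6 stronger, and of 249 with a sample left out, 241 were the same. The weaker ones were those of Syn1, and the stronger ones those of Cdkn2d and Rbl1. The change of Rb1 in 57SCLC_cell against Lung was 0.26 and ranged from -0.31 to 0.56 with a sample left out, reversing to -0.31 without flask C.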

Differences from the paper's values

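For 46LCNEC_cell with 46LCNEC_allo, the adjusted p of Fisher's method in the subclass mapping was 0.0150, against the paper's value of under about 0.005 in Fig. 4B, read by eye. For 57SCLC_cell with 57SCLC_allo it was also 0.0150, against the paper's value of under about 0.005 in Fig. 4B, read by eye. The alternatives set before the data were examined (50 markers, 200 markers, the log2 scale, each sample left out in turn) closed the gap for neither pair, and could not have done so, since the p before adjustment, 0.00502, is already the smallest that the splits allow with the chi-square distribution. With Fisher's statistic permuted over all pairs of splits, chosen after seeing the values, both pairs had an adjusted permutation p of 0.00179, which closes the gap. The permutation p before adjustment, 0.000595, is again the smallest that the splits allow, and follows from the numbers of splits once a pair is largest in both directions.

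For 46LCNEC_cell with Lung, the adjusted p of Fisher's method was 0.584, against the paper's about 0.93 in Fig. 4B, read by eye. The gap closed with 50 markers (0.972), on the log2 scale (1), without Lung sample CT3 or CT4, without tumor 275 or 317 of 57SCLC_allo, without sample B or C of 46LCNEC_cell, and without any 1 of the samples of 57SCLC_cell. It did not close with 200 markers (0.175), with the permuted Fisher statistic (0.526), without any 1 of the tumors of 46LCNEC_allo, without CT5, without tumor 316 or without sample A of 46LCNEC_cell.

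The numbers of genes up against Lung, 2424 in 46LCNEC_allo, 3505 in 57SCLC_allo and 1224 in both, did not differ from the paper's by the rule used here. DESeq2 on all 15 samples, chosen after seeing the values, gave the paper's own numbers in both allografts (3006 and 3741) and in their overlap, and called 3001 of the 3002 distinct symbols that the paper lists for 46LCNEC_allo. In the main comparison 2397 of them were called.

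The paper shows Psip1 and Cdkn2d with the genes higher in 57SCLC. Psip1 did not pass the thresholds, with a log2 fold change of 0.61 in cells and 0.58 in allografts, and Cdkn2d passed in cells and not in allografts (1.03). Cdkn2d passed in allografts with all 15 samples in 1 model (1.03), with library size only (1.29), without tumor 319 (1.33) and with an adjusted p of at most 0.05. Psip1 passed under none of the alternatives run.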

Other observations

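The tests of Y-linked genes, the splits of the samples and the camera tests of the signatures between the lines were chosen only after the results were seen.

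For each of the 8 comparisons of 6 samples, 1 of the 10 splits gave as many genes past the thresholds as the real grouping, which is the real split itself. With 3 samples against 3, the share cannot fall under 0.1, so the splits cannot tell a real grouping from one by chance. The other splits gave 0 genes past the thresholds, and between 0 and 1100 genes at an unadjusted p under 0.05, where the real splits gave at least 8445. In the cells, 4 of the 10 splits part every letter, the real one included, and the others leave samples of the same letter together.

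The moSCLC_signature had a positive enrichment score in 46LCNEC_allo as well as in 57SCLC_allo. The score of the moSCLC_signature in 46LCNEC_allo was 0.607 with all genes and fell by 0.199 without the genes that both signatures hold. It was thus not explained by shared genes alone, and 474 of 758 unshared genes were higher in 46LCNEC_allo than in Lung (exact permutation p = 0.1). On the log2 scale the score was 0.405 (exact permutation p = 0.3). The moLCNEC_signature in 46LCNEC_cell was likewise 0.610 (exact permutation p = 0.35) on that scale. In limma's camera test between the allografts, the unshared genes of the moSCLC_signature were higher in 57SCLC_allo (adjusted p = 1.77e-18, median log2 fold change 1.25, mean above all 46LCNEC_allo tumors in 3 of 3 tumors). For the unshared genes of the moLCNEC_signature, the adjusted p was 0.640 (median -0.17, mean below all tumors of the other line in 0 of 3 tumors), and the whole moLCNEC_signature was higher in 57SCLC_allo (adjusted p = 0.0135, median 0.27, 3 of 3 tumors). In the cells, the adjusted p was 4.65e-14 for the unshared genes of the moSCLC_signature (median 1.30, 3 of 3 flasks) and 0.486 for those of the moLCNEC_signature (median -0.42, 2 of 3 flasks).

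The classifier parted 57SCLC from 46LCNEC, and 861 of 1000 random gene sets of the same size did so as well, so the parting is consistent with a difference that any genes would show. In 6 of the 1000 sets, 46LCNEC_allo was nearer to Lung than to 46LCNEC_cell.

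Host stroma is a candidate source of the extracellular matrix genes up in the allografts. At least 9 of 10 fibroblast genes of a list were higher in the allografts than in their cells, 9 in 46LCNEC_allo and 10 in 57SCLC_allo. Leukocyte genes were higher in 6 of 6 and 9 of 9 tested, and endothelial genes in 7 of 8 in each line. Fibroblast genes were also present in 46LCNEC_cell, where 2 of 10 were above Lung and 4 below. Col1a1 had a mean of 20960 normalized counts there, so for 46LCNEC_allo the shares of tumor and host RNA cannot be told apart over the list. Lum and Dcn had means of 0.736 and 11.1 in 46LCNEC_cell and of 4515 and 9514 in 46LCNEC_allo. For Lum and Dcn, expression seen in the cultured cells does not account for the level in 46LCNEC_allo. In 57SCLC_cell, 0 of 10 were above Lung and 10 were below. Col1a1 had means of 2.72 normalized counts there and 17930 in 57SCLC_allo, and Lum 0 and 229, so expression seen in the cultured cells does not account for these genes in 57SCLC_allo. Whether tumor cells of either line turn such genes on under the skin was not tested.

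Trp63 had 523, 73.7 and 87.4 normalized counts in tumors 312, 319 and 321, and 28.5 in Lung, and Krt14 had a mean of 399.7 in 46LCNEC_allo and 3.81 in Lung. Skin keratinocytes of the injection site were tested as the source. In 46LCNEC_cell, Trp63 was at 2.78% of its allograft level and Krt14 at 26.2%, and 3 of 9 other keratinocyte markers had a higher mean in the allografts than in the cells. By the rule set for this test the source was left open. However, Krt5, Krt1, Dsg3 and Krtdap were listed at 0 in 46LCNEC_allo, where Krt5 had a mean of 34.3 in Lung, which goes against skin keratinocytes as the source of Krt14. No other explanation was tested. The paper reports subcutaneous tumors as negative for p63, which Trp63 encodes, by staining, a different measurement from RNA.

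Sstr2, Neurod1 and Itgam are listed at 0 in all samples, while the paper stains SSTR2 in its cells. An overlapping gene whose shared reads were left out was tested as the reason. It overlaps 67.4% of the exon length of Itgam and 0% of that of Sstr2, so it cannot explain Sstr2. Other reasons, and Neurod1, were not tested. Calca, which encodes CGRP, had 3.97 ± 2.55 normalized counts in 46LCNEC_cell and 37874 ± 4485 in 57SCLC_cell (SD, n = 3), and Ncam1 29936 ± 1464 and 5113 ± 1167. RNA and staining are different measurements, and no cause of the difference was tested. Nkx2-1 had 2516 ± 329.9 in 46LCNEC_cell and 5.30, 165 and 761 in the tumors 312, 319 and 321 of 46LCNEC_allo, for which no explanation was tested. The paper reports positive staining of TTF-1, which Nkx2-1 encodes, in subcutaneous tumors.

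Ddx3y, Kdm5d, Uty and Eif2s3y, on the Y chromosome, had together 915, 641 and 1197 normalized counts in tumors 312, 319 and 321, and 1843 in Lung sample CT3. In 11 samples, all of 46LCNEC_cell among them, the 4 genes were at 0. RNA of male host cells is a candidate source. Of 8 Y-linked genes with at least 10 normalized counts in a tumor, 5 were at 0 in all samples of 46LCNEC_cell and the others were not, so this test leaves the source open. A loss of the Y chromosome in the cultured cells was not tested. Reads of the X-linked copies counted on these genes were tested as well. In the 11 samples, Ddx3x had at least 7758 normalized counts, Kdm5c at least 3786 and Kdm6a at least 1439, while Ddx3y, Kdm5d and Uty were at 0, so reads of the X-linked copies do not explain these 3 genes. For Eif2s3y the copy, Eif2s3x, had as little as 92.75, in Lung sample CT4, under the level of 100 set for this test. However, Eif2s3x had 459.7, 484.5 and 468.2 normalized counts in 46LCNEC_cell, where Eif2s3y was at 0. In tumors 312, 319 and 321, Eif2s3x was lower, at 233.1, 274.7 and 260, while Eif2s3y had 161.6, 114.7 and 265.5. These values argue against reads of the X-linked copy as the source of Eif2s3y in the tumors. The paper's text does not name the sex of the mice.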
